A study of Mus musculus with 4 samples.

How the data were processed

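Gene expression was measured by droplet-based single-cell RNA sequencing, with a kit that counts the 5′ ends of transcripts. There were 4 mouse libraries. In the first pair, white blood cells carrying CD45 were sorted by flow cytometry from the pancreas of 12-week-old female mice. In the other pair, T cells carrying CD3 were selected with magnetic beads from the pancreatic lymph nodes of 8-week-old females. Each pair held a control library, from animals with floxed Ocab alleles, and a CD4-Cre library, in which Cre recombinase expressed from the Cd4 promoter can delete Ocab in T cells. Ocab is the older name of Pou2af1, a coactivator of transcription best known from B cells. Per the labels' protocols, cells of 4 mice were pooled for each pancreas library and cells of 5 mice for each lymph node library.

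The deposited values are counts of unique molecular identifiers (UMIs) per gene and cell barcode, whole numbers without normalization. Per the file headers, the matrices were written by software version 3.0.0. The aligner, the genome build and the annotation are not stated in the headers or labels. The barcode and feature files hold names and no other measured values, per the file headers and contents. The deposited matrices list barcodes with at least 500 UMIs in 3 libraries and at least 501 in the pancreas control library. Gene positions were taken from a match of the gene identifiers to GENCODE M21 (GRCm38), in which 30934 of 31053 identifiers were found. That build is the one of the match, and may differ from the one used for the counts.

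Barcodes were kept with at least 500 detected genes and at most 10% mitochondrial UMIs. Doublets were scored by comparing each barcode with 2 simulated doublets per barcode, after the Scrublet method, and the barcodes with the highest scores were removed at 0.8% per 1000 barcodes listed. This marked 164 barcodes in the pancreas control library, 388 in pancreas CD4-Cre, 75 in lymph node control and 341 in lymph node CD4-Cre. The 2 libraries of a tissue were clustered together with scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1, igraph 0.11.9). Clusters were named from marker genes of 18 cell classes, with at least 3 markers detected in at least 10% of a cluster's barcodes. A name was dropped where the 10 leading genes held more markers of another class. One marker, Ifi30, was absent from the features. All class names were rebuilt in this way from expression, so each class is T cell-like, B cell-like and so on, and is written without that ending.

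Inside T cell clusters, a barcode with a Cd8a or Cd8b1 UMI and no Cd4 UMI was called CD8, one with a Cd4 UMI and no Cd8a or Cd8b1 UMI was called CD4, and the others were left out. Shares of CD8 cells and of cells with a Foxp3 UMI were taken after thinning each barcode to 1000 UMIs, and also without thinning. Shares have exact Clopper-Pearson 95% intervals. For gene expression, UMIs were summed over the barcodes of a class and divided by the total UMIs of those barcodes, scaled to CPM, and the log2 ratio of CD4-Cre over control was formed. Sums have exact Poisson 95% intervals. All intervals cover counting error only, and not the spread between animals or preparations. A count of 0 was given a floor of 3 counts.

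With 1 library per group there are no replicates, so no test between genotypes was made, and no p-value or number of changed genes is given. Each difference compares libraries, not conditions. Genotypes were compared only within a tissue, since tissue, age and cell selection differ together. Gene lists were summarized by the median log2 ratio of their genes with at least 20 UMIs over both libraries. That median was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and its interval came from 2000 Poisson redraws of the counts. Named genes were the 5 with the highest and the 5 with the lowest ratio in a class among genes with at least 50 UMIs in the higher library, at least 1 in the other, Poisson intervals that did not overlap, and a level in the class of at least 0.5 times that in all other barcodes of the tissue. Receptor, immunoglobulin, haemoglobin, mitochondrial, exocrine and islet genes were left out of that ranking. For V segments of the T-cell receptor, each barcode was assigned the Trbv or Trav segment with the most UMIs, and the 2 segments per chain with the largest difference in share were named.

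The gene lists, markers, naming rules and 20 processing alternatives were fixed before the data were examined. The alternatives were other barcode filters, no removal or a raised removal of doublets, cluster resolutions of 0.5 and 2, classes and T cell subsets defined in other ways, edgeR 4.0.16 TMM library sizes, DESeq2 1.42.0 size factors, equal weight for each barcode, other library totals, other count minimums, a pseudocount, other thinning and other V segment counts. A pair of further settings, which leave plasma cells out of the T cell class, was chosen after seeing the data. The interval and list calculations were tested on simulated data with 200 changed genes. Counts were drawn from independent Poisson distributions, the model that the intervals assume, and the unchanged lists held genes chosen at random. The simulation therefore checks the calculation only. It cannot show how the intervals and percentiles hold where UMIs lie in few barcodes or list genes vary together. Simulated pancreas levels came from all listed barcodes with a Cd8a and no Cd4 UMI, without filters or T cell clusters (8305 genes). There the 95% intervals covered 96.0% of unchanged and 97.0% of changed genes. Of the unchanged lists, 6 of 100 fell outside the central 95% of random lists. For the lymph node, levels came from all listed barcodes with a Cd4 and no Cd8a UMI (9535 genes). There the shares were 95.7% and 96.5%, and 7 of 100 lists fell outside.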

Results

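The data comprised single-cell transcriptomes of CD45+ cells from the pancreas and of CD3+ cells from the pancreatic lymph node, each from pre-diabetic females with floxed Ocab alleles, without or with CD4-Cre. There was 1 library in each of the 4 groups. The pancreas control library listed 4524 barcodes with 20807342 UMIs, and pancreas CD4-Cre listed 6963 barcodes with 32798133 UMIs. The lymph node control library listed 3059 barcodes with 14851217 UMIs, and lymph node CD4-Cre listed 6528 with 27830077. After filtering, 4016, 6245, 2844 and 5326 barcodes remained in that order, with medians of 3601, 3605, 4604.5 and 4422 UMIs per barcode. Mitochondrial UMIs exceeded 10% in 9.39% of the lymph node CD4-Cre barcodes and in 1.01% of the lymph node control barcodes. The corresponding shares were 3.69% and 5.92% in pancreas CD4-Cre and control. No replicate check exists for any difference given here.

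The targeted gene was examined first. Pou2af1 (ENSMUSG00000032053) lies on chromosome 9 from 51213708 to 51240080 on the + strand of GRCm38 and is protein coding. In pancreas T cells, Pou2af1 was counted at 5.15 CPM (95% Poisson interval 3.74 to 6.91, 44 UMIs) in the control library and at 0.853 (0.454 to 1.46, 13 UMIs) in CD4-Cre. The log2 ratio was -2.59 (-3.61 to -1.67). In lymph node T cells the levels were 5.60 (4.42 to 7.0, 77 UMIs) and 0.481 CPM (0.248 to 0.840, 12 UMIs), a log2 ratio of -3.54 (-4.56 to -2.66). The 12 UMIs in lymph node CD4-Cre lay in 3 barcodes, 1 of which held 9. Pancreas B cells, where the Cd4 promoter is not active, held 222 CPM (207 to 238) in control and 224 (211 to 237) in CD4-Cre, a log2 ratio of 0.01 (-0.12 to 0.15). In pancreas myeloid cells, taken as background, the levels were 2.08 (0.997 to 3.82) and 4.13 CPM (2.65 to 6.14). The level in pancreas CD4-Cre T cells was thus below the myeloid level in the same library. The control T cell level was above the myeloid level of its library, with overlapping intervals. NK cells of the pancreas held 0 UMIs in control (0 to 3.25 CPM), below the control T cell interval. In CD4-Cre they held 2.31 CPM (0.630 to 5.92), with an interval that overlapped that of T cells. The alternative that moved the T cell ratio most was the use of all barcodes listed, which gave a log2 ratio of -0.12 in the pancreas. There, plasma cells shared a cluster with T cells, and 199 of the 213 Pou2af1 UMIs of the CD4-Cre T cell class came from 20 of its plasma cell barcodes. Without them the ratio was -2.64, under a setting chosen after seeing the data.

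**Figure D1:**
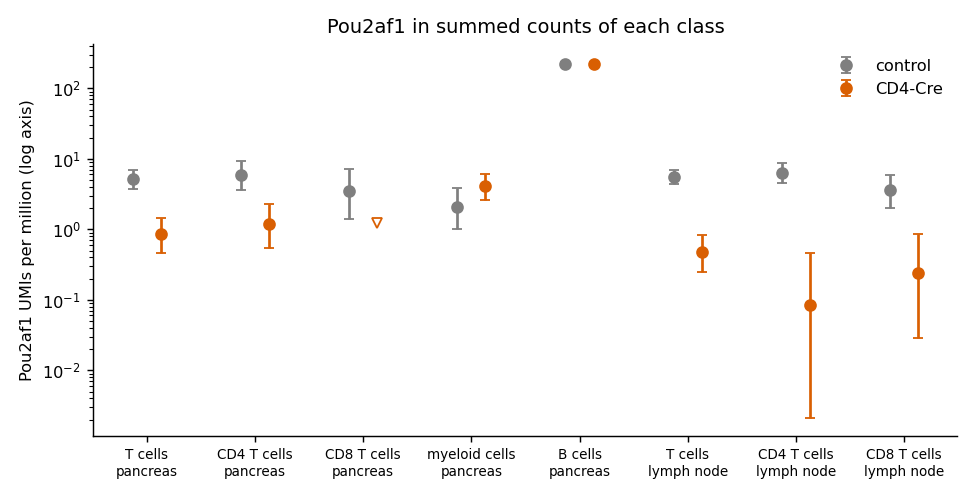
Pou2af1 CPM (log axis) in the summed counts of each cell class, for control (grey) and CD4-Cre (orange) libraries, 1 library per point, with exact 95% Poisson intervals that cover counting error only. The open triangle marks the upper end of the exact 95% interval, 1.22 CPM, where no UMI was counted, and B cells lie at 222 and 224 CPM.

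In the T cell subsets, Pou2af1 was counted in pancreas CD4 T cells at 5.94 (3.63 to 9.17) CPM in control and 1.19 (0.543 to 2.25) in CD4-Cre. Pancreas CD8 T cells had 7 UMIs in control, or 3.49 CPM, and 0 in CD4-Cre, where the floor of 3 counts stands for 0.990 CPM. Lymph node CD4 T cells had 39 UMIs in control and 1 in CD4-Cre, a log2 ratio of -6.23 (-11.57 to -3.67). Lymph node CD8 T cells had 15 and 2 UMIs, a log2 ratio of -3.93 (-7.10 to -1.83). The share of T cell barcodes with a Pou2af1 UMI was 1.60% in control and 0.285% in CD4-Cre in the pancreas without thinning, and 0.462% and 0.0523% after thinning to 1000 UMIs. Myeloid cells of the pancreas, as background, had 0.745% and 2.23% without thinning, at median depths of 7648 and 10082.5 UMIs against 3396 and 3474 in T cells. After thinning they had 0.189% and 0.188%, or 1 of 530 and 1 of 533 barcodes, with intervals up to 1.05% and 1.04%. The thinned T cell shares, from 10 of 2166 and 2 of 3827 barcodes, lay inside those intervals. Thinned shares therefore do not set T cells apart from this background. The lymph node T cell shares were 2.34% and 0.0570% without thinning, and 0.442% and 0.0191% after it, from 12 of 2715 and 1 of 5232 barcodes. No usable background was measured in the lymph node, where 72 and 18 thinned myeloid barcodes held no Pou2af1 UMI. The control library held 40 B cells whose RNA can reach other barcodes and CD4-Cre held none, and the UMIs of 7 B and plasma cell genes made up 0.0288% and 0.0276% of the UMIs in T cell barcodes without Pou2af1.

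The next question was whether the make-up of the pancreatic leukocytes differed between the libraries. T cells made up 54.3% (52.8 to 55.9) of 4016 kept barcodes in control and 61.7% (60.5 to 63.0) of 6245 in CD4-Cre, a difference of 7.44 percentage points (5.47 to 9.41). B cells made up 21.6% (20.3 to 22.9) and 20.7% (19.7 to 21.7), and the difference of -0.893 points (-2.54 to 0.736) was not detectable at this depth. Myeloid cells, the sum of macrophage, monocyte, neutrophil and dendritic cell clusters, made up 13.4% (12.3 to 14.5) and 8.61% (7.93 to 9.34), a difference of -4.76 points (-6.05 to -3.49). Among these shares the largest move under an alternative was that of myeloid cells, to -3.12 points with all barcodes listed, a setting that left 483 barcodes unnamed. Within the myeloid cells, macrophages went from 3.96% to 1.78%, neutrophils from 3.39% (2.85 to 3.99) to 1.23% (0.974 to 1.54), monocytes from 1.62% to 1.02% and cDC1 from 1.29% to 1.10%. The cDC2 share went from 3.01% to 3.27% and the pDC share from 0.0996% to 0.208%, so not all members were lower. How macrophages and cDC2 were split depended on the clustering. At resolution 0.5 the macrophage class took in 325 barcodes of the cDC2 class, at resolution 2 it took in 226, and with all barcodes listed 0. Shares of single members were not recomputed under the alternatives. NK cells made up 6.60% (5.85 to 7.41) and 5.64% (5.08 to 6.24). All shares are parts of one total, so a higher T cell share lowers the others. In the lymph node libraries, selected for T cells, T cells made up 96.0% and 98.9%, and B cells 40 barcodes in control and 0 in CD4-Cre, which allows up to 0.0563%.

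The balance of CD8 and CD4 T cells was then compared. After thinning to 1000 UMIs, CD8 barcodes made up 50.5% (46.8 to 54.2) of the 711 called barcodes in pancreas control and 36.0% (33.5 to 38.5) of 1426 in CD4-Cre, a difference of -14.5 points (-19.0 to -9.99). Thinning left out 15 and 29 T cell barcodes as too shallow. As background for calls from single UMIs, thinned B cells had a Cd8a or Cd8b1 UMI in 0.232% and 0.156% of barcodes, and a Cd4 UMI in 0 of 863 and in 0.545%. Without thinning the shares were 33.1% (30.6 to 35.8) and 24.3% (22.7 to 26.0), and after thinning to 2000 UMIs 39.6% and 30.4%. The share thus rose as fewer UMIs were kept. A CD8 call could come from Cd8a or Cd8b1, a CD4 call from Cd4 alone. Only 711 of 2166 and 1426 of 3827 T cell barcodes were called after thinning to 1000 UMIs. Differences of -8.79 points without thinning, -9.16 at 2000 UMIs and -9.58 with classes from marker UMIs lay outside the main interval. The largest move came from assigning whole clusters to CD4 or CD8, which gave -4.93 points. In the lymph node the thinned shares were 54.2% (51.2 to 57.2) in control and 51.2% (49.2 to 53.2) in CD4-Cre, with 16 and 34 barcodes left out as too shallow. This difference of -3.06 points (-6.68 to 0.578) was not detectable at this depth. The unthinned lymph node shares were 36.2% and 35.9%.

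**Figure D2:**
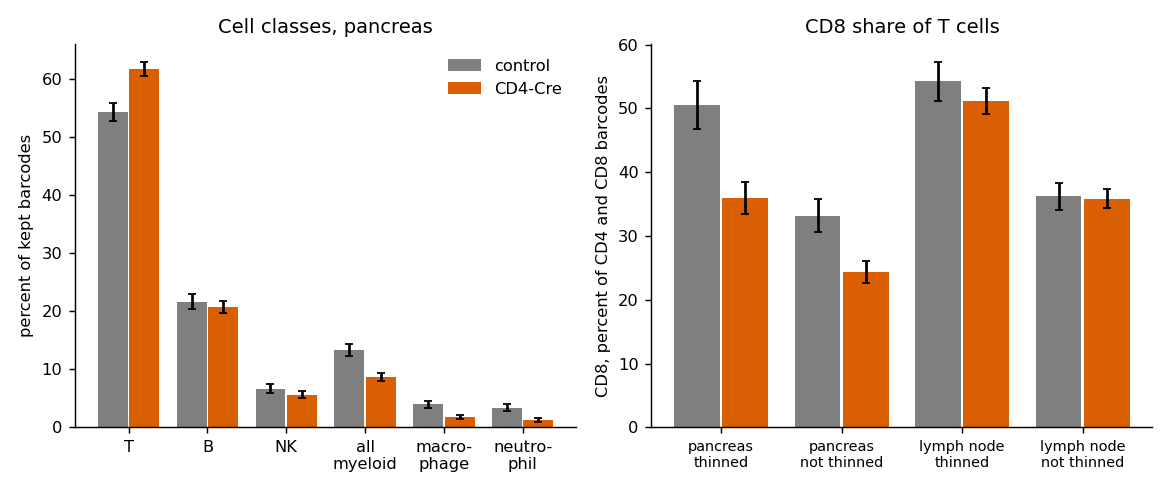
Left, percent of kept barcodes in 5 cell classes and in all myeloid cells of the pancreas; right, percent of CD8 barcodes among CD4 and CD8 barcodes in each tissue, thinned to 1000 UMIs and not thinned. Bars are single libraries with exact binomial 95% intervals; the T cell share was 54.3% and 61.7%, and the thinned pancreas CD8 share 50.5% and 36.0%, in control and CD4-Cre.

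Foxp3, which marks regulatory T cells, was detected in 3.41% (1.77 to 5.88) of thinned CD4 barcodes in pancreas control and in 3.29% (2.23 to 4.66) in CD4-Cre. Thinned B cells, which should lack Foxp3, had it in 0.116% in control and in 0 of 1285 barcodes in CD4-Cre, and thinned myeloid cells in 0.566% and 0.563%. Without thinning, the CD4 shares were 7.19% and 6.56%, at median depths of 3442.5 and 3453 UMIs, and the B cell shares were 0.346% and 0%, at 3557 and 3385.5 UMIs. In the lymph node the thinned shares were 3.66% (2.18 to 5.72) and 3.12% (2.21 to 4.28), and the unthinned shares 7.57% and 8.14%. The differences of -0.123 points (-2.81 to 2.01) in the pancreas and -0.536 points (-2.79 to 1.34) in the lymph node were not detectable at this depth. The summed Foxp3 level in pancreas CD4 T cells was lower in CD4-Cre, with 181 and 307 UMIs and a log2 ratio of -0.41 (-0.68 to -0.13), and in lymph node CD4 T cells the ratio was -0.10 (-0.31 to 0.11). Thinning to 2000 UMIs moved the lymph node difference most, to 1.22 points.

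Gene lists fixed beforehand were compared in CD4 and CD8 T cells. In pancreas CD8 T cells the naive list had a median log2 ratio of 0.40 (0.32 to 0.50), at percentile 100 of the random lists, and all 14 genes used were higher in CD4-Cre. The effector list had a median of -0.44 (-0.53 to -0.33), at percentile 0, with 18 of 19 genes lower. Among its members, Gzma changed by -1.23 (-1.32 to -1.13), Klrg1 by -2.18 (-2.90 to -1.51) and Ccl5 by -0.70 (-0.72 to -0.67). Giving each barcode equal weight moved these medians most, to 0.61 for the naive and -0.75 for the effector list. The mix of CD8 clusters also differed between the libraries. A cluster with Cd8b1, Lef1 and Dapl1 among its leading genes held 192 control and 416 CD4-Cre barcodes. Another, with Cd8b1, Ccl5, Gzmk and Cxcr6, held 251 and 197. Summed counts cannot tell a change within cells from this change in mix, for the CD8 lists and for single genes. The regulatory list lay at -0.40 (-0.61 to -0.15), the proliferation list at -0.24 (-0.39 to -0.08) and the interferon response list at -0.24 (-0.34 to -0.06). The proliferation list moved most, to -1.49, when more doublets were removed. Its direction changed to 0.05 when CD4 and CD8 were taken from clusters, and that of the interferon response list to 0.03 when classes were taken from marker UMIs. The exhaustion list, at 0.03 (-0.21 to 0.09), the activation list, at -0.09 (-0.33 to 0.06), the list of genes of helpers to B cells, at 0.11 (-0.17 to 0.28), and the dissociation stress list, at 0.02 (-0.09 to 0.09), had intervals that included 0.

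In pancreas CD4 T cells the effector list lay at -0.39 (-0.46 to -0.28), at percentile 0, with 17 of 20 genes lower. The activation list lay at -0.14 (-0.20 to -0.04), and the regulatory list at -0.21 (-0.34 to -0.08). The exhaustion list lay at -0.07 (-0.24 to -0.0007), inside the central 95% of random lists at percentile 6.70, and was at 0.17 when classes were taken from marker UMIs. The naive list, at 0.03 (-0.05 to 0.08), the proliferation list, at 0.07 (-0.03 to 0.19), the interferon response list, at -0.11 (-0.19 to 0.01) and percentile 2.26, the list for helpers to B cells, at 0.02 (-0.13 to 0.20), and the dissociation stress list, at -0.0008 (-0.05 to 0.04), had intervals that included 0.

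In lymph node CD4 T cells the proliferation list had a median log2 ratio of -1.0 (-1.16 to -0.78) and the effector list one of -0.64 (-0.88 to -0.46), both at percentile 0. Taking CD4 and CD8 from clusters moved them to -0.08 and 0.03, so both depended on how the subsets were drawn. That setting moved the proliferation list in lymph node CD8 T cells from -0.52 to -1.26, so the drop did not vanish from T cells. A T cell cluster with Stmn1, Pclaf and Rrm2 among its leading genes held 29 of 2731 control and 18 of 5266 CD4-Cre barcodes. Values of proliferation genes may therefore rest on few barcodes. In CD4 T cells the interferon response list lay at 0.31 (0.23 to 0.40), at percentile 100, with 14 of 15 genes higher. The activation list lay at -0.35 (-0.42 to -0.25), the list for helpers to B cells at -0.32 (-0.67 to -0.16) and the dissociation stress list at -0.27 (-0.34 to -0.18). The naive list, at -0.08 (-0.14 to -0.04), lay at percentile 1.52 of the random lists, a position that scaling all genes alike does not change. Its sign did depend on scaling, with 0.007 under TMM library sizes and 0.01 under DESeq2 size factors. Intervals of the exhaustion list, at -0.22 (-0.33 to 0.10), and of the regulatory list, at -0.10 (-0.21 to 0.02), included 0.

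In lymph node CD8 T cells, TMM library sizes moved the median of all genes by 0.13 on the log2 scale, and list medians are given first in CPM terms and then relative to that shift. The proliferation list lay at -0.52 (-0.80 to -0.38) and -0.39, the interferon response list at 0.24 (0.15 to 0.36) and 0.37, the regulatory list at -0.54 (-0.69 to -0.22) and -0.41, and the activation list at -0.41 (-0.69 to -0.25) and -0.28. The naive list lay at -0.16 (-0.24 to -0.13) and -0.03, and the dissociation stress list at -0.15 (-0.25 to -0.09) and -0.02, inside the central 95% of random lists at percentile 5.63. The effector list lay at 0.16 (-0.05 to 0.30) and 0.29, at percentile 100, and at -0.14 with CD4 and CD8 from clusters. The exhaustion list lay at -0.21 (-0.37 to 0.02) and -0.08, and the list for helpers to B cells at -0.08 (-0.29 to 0.11) and 0.05.

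**Figure D3:**
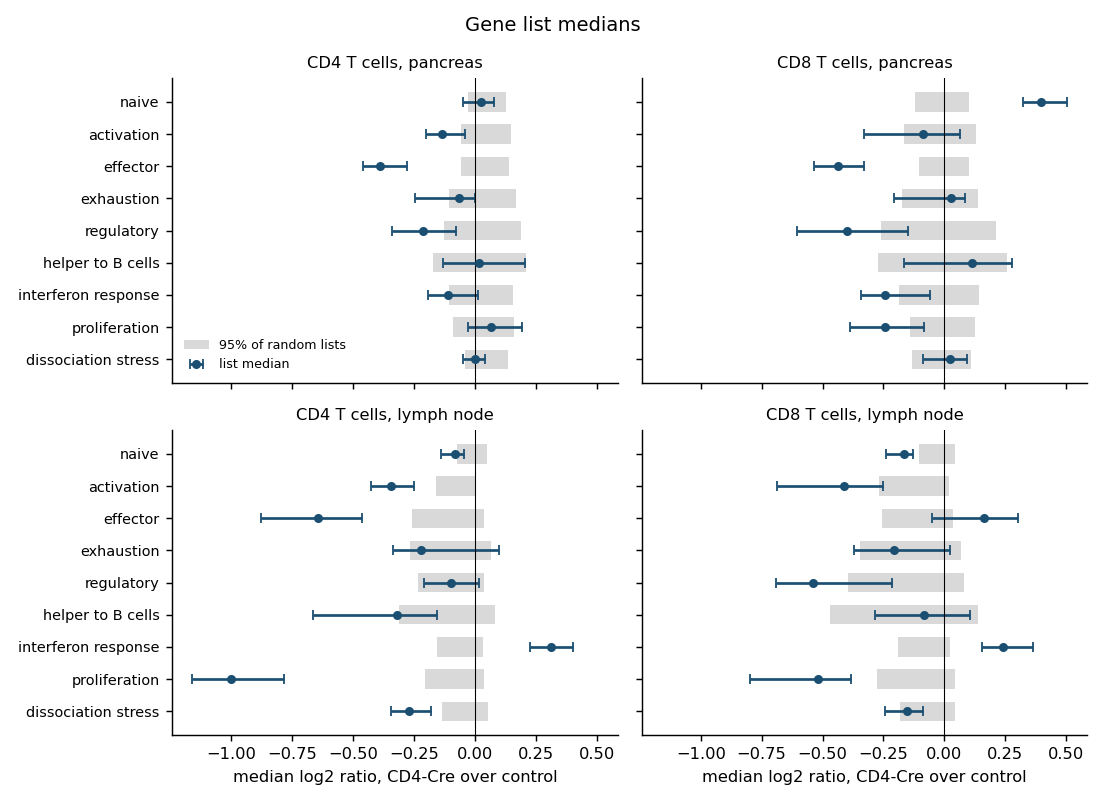
Median log2 ratio (CD4-Cre over control, horizontal axis) of 9 gene lists in CD4 and CD8 T cells of each tissue, 1 library per genotype. Points are list medians with 95% intervals from Poisson redraws, and grey bars span the central 95% of 10000 matched random lists; in pancreas CD8 T cells the naive list lies at 0.40 and the effector list at -0.44, outside the grey bars.

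Single genes were ranked by their ratio in each class. In pancreas CD8 T cells the lowest ratios were those of S1pr5 at -2.75 (-3.63 to -1.95), Klrg1, Ifitm1 at -2.06 (-2.80 to -1.36), Cx3cr1 at -1.96 (-2.43 to -1.51) and Gfod1 at -1.71 (-2.45 to -1.0). S1pr5 (ENSMUSG00000045087; chromosome 9, 21242912 to 21248443) was counted 71 times in control and 16 times in CD4-Cre, and Cx3cr1 144 and 56 times. The highest were Igfbp7 at 3.53 (2.11 to 5.45), from 4 and 70 UMIs, Ccdc91 at 1.60, Zhx2 at 1.55, Tgtp1 at 1.43 (0.92 to 1.97) and Ccr9 at 1.34 (0.79 to 1.92). A pseudocount of 10 CPM moved Igfbp7 most, to 1.46, and S1pr5 to -1.57. Taking classes from marker UMIs moved S1pr5 the other way, to -3.98.

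In pancreas CD4 T cells the lowest were Areg at -2.58 (-3.33 to -1.89), Penk at -1.61 (-1.88 to -1.33), Akirin2 at -1.37 (-1.90 to -0.85), Gm8797 at -1.19 and S100a4 at -1.12 (-1.32 to -0.92). Gm8797 may share reads with near-identical copies and is uncertain. The highest were Sostdc1 at 4.92 (3.04 to 7.98), from 2 and 136 UMIs, Plod1 at 1.54, Sccpdh at 1.44, 2810006K23Rik at 1.42 and Shmt1 at 1.29 (0.30 to 2.43). A pseudocount of 10 CPM lowered the ratio of Sostdc1 to 1.40. Sostdc1 was not higher in CD4 T cells alone. It had 0 and 16 UMIs in pancreas B cells, 0 and 46 in pancreas CD8 T cells and 0 and 69 in lymph node CD4 T cells. The lower interval ends of these log2 ratios were 1.44, 2.98 and 3.24 in that order. No rise was seen in lymph node CD8 T cells, with 0 and 0 UMIs of Sostdc1. Macrophages had 0 and 1, too few to tell.

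In lymph node CD4 T cells the lowest were Ccnb2 at -3.43 (-4.45 to -2.53), Ube2c at -3.30 (-4.15 to -2.54), Adnp at -2.35 (-2.79 to -1.93), Mki67 at -2.29 (-2.87 to -1.75) and Birc5 at -2.19 (-2.67 to -1.74). The highest were Penk at 3.66 (2.5 to 5.13), Ifit3b at 2.17 (1.04 to 3.55), Cxcl10 at 1.88 (0.81 to 3.16), Hebp1 at 1.77 (0.88 to 2.78) and Tmem176a at 1.63 (1.03 to 2.27). When classes were taken from marker UMIs, Hebp1 changed direction to -0.13, and Ccnb2 moved to -2.15, Ube2c to -1.56, Mki67 to -1.55 and Birc5 to -0.70. Adnp stayed at -2.35 under that setting. A pseudocount of 10 CPM moved Adnp to -1.28, Penk to 1.02, Ifit3b to 0.44 and Cxcl10 to 0.39. Of the 146 Penk UMIs in CD4-Cre, 87.7% lay in 5 barcodes. In lymph node CD8 T cells, relative to the shift of 0.13, the lowest were Mki67 at -3.54, Adnp at -2.46, Rrm2 at -2.35, Birc5 at -2.20 and Frat2 at -1.52, and the highest were Slpi at 1.61, Rdh5 at 1.47 and Tsr2 at 1.39. Gm8909 and Gm7879, at 1.10 and 0.98, are uncertain because near-identical copies exist. With classes from marker UMIs, the ratio of Slpi before the shift fell from 1.48 to 0.14, and with equal weight for each barcode to 0.64. Slpi was also a leading gene of the pancreas plasma cell cluster. In the lymph node it was a leading gene of a T cell cluster that Jchain and Ighg1 led. Plasma cell RNA in T cell barcodes is therefore not excluded as its source.

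In pancreas B cells, in which the Cd4 promoter is not active, the 5 lowest ratios ran from -1.21 to -1.0 (Asph, Rpl13a-ps1, Srf, Asnsd1 and Ifi204) and the 5 highest from 1.03 to 1.91 (Atrnl1, 3110043O21Rik, Gm8066, Amigo2 and Crip2). Rpl13a-ps1 is a processed pseudogene and Gm8066 a long noncoding RNA, and both are uncertain. Across genes with at least 500 UMIs, the 5th to 95th percentiles of the log2 ratio spanned 0.55 in B cells and 0.73 in macrophages. The spans were 0.57 in pancreas CD4 T cells and 0.65 in pancreas CD8 T cells. In the lymph node the spans were 0.52 in CD4 and 0.52 in CD8 T cells.

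The macrophage class held 270 barcodes and from 30 to 699 under the alternatives. With all barcodes it held 30, none from the cDC2 class, and 483 barcodes were unnamed, while without removal of doublets 325 of its 699 barcodes came from the cDC2 class. Its lowest genes, Cd209b at -4.78, Ccl17 at -4.13, Cd209f at -4.11, Cd163 at -3.91 and Folr2 at -3.62, did not share one source. A cluster of 28 control and 2 CD4-Cre barcodes held 86.3% to 100% of the control UMIs of Cd209b, Cd209f, Cd163 and Folr2, and 0 of the 153 control UMIs of Ccl17. The highest were Ccl8 at 1.30, Ifitm1 at 1.22, Ccl12 at 1.10, Per1 at 0.96 and Ifi205 at 0.88. Ratios of Ccl17, Cd209f, Ifitm1 and Ccl12 changed direction under at least 1 alternative, and no difference in macrophages is read from them.

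V segments of the T-cell receptor were compared last. Among pancreas CD8 T cells, Trav8n-2 was carried by 1.56% (0.508 to 3.6) of 321 barcodes with a Trav call in control and by 11.7% (8.87 to 14.99) of 454 in CD4-Cre. Trbv15 rose from 2.04% (0.883 to 3.97) of 393 to 12.1% (9.58 to 14.9) of 605 barcodes. Trav13-2 changed from 11.8% (8.51 to 15.9) to 2.86% (1.53 to 4.85), and Trbv13-3 from 17.6% (13.9 to 21.7) to 9.59% (7.36 to 12.2). Counting UMIs in place of barcodes moved the Trbv15 difference of 10.0 points most, to 21.6 points, and requiring at least 3 V segment UMIs moved that of Trav8n-2 from 10.1 to 16.7 points. Cells of one clone share their segments, so the barcodes are not independent and the binomial intervals are too narrow. In lymph node CD8 T cells the largest differences were smaller, with Trbv2 at 1.15% (0.496 to 2.25) in control and 3.36% (2.49 to 4.43) in CD4-Cre, Trbv3 at 6.88% and 4.76%, Trav9-1 at 6.04% and 4.14%, and Trav7-3 at 3.11% and 1.85%. In CD4 T cells of the pancreas, differences of the 4 named segments ran from -2.21 points for Trav3-3 to 2.15 points for Trbv2, and in those of the lymph node from -2.62 points for Trbv13-2 to 1.82 points for Trbv2.

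**Figure D4:**
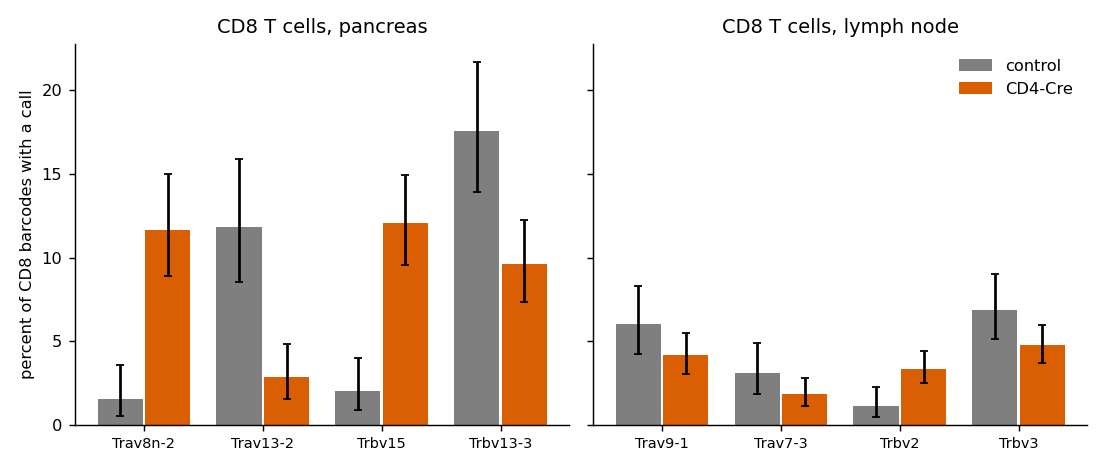
Percent of CD8 T cell barcodes with a call that carry each named V segment, in pancreas (left) and lymph node (right), control in grey and CD4-Cre in orange. Bars are single libraries with exact binomial 95% intervals; Trav8n-2 stands at 1.56% and 11.7%, and Trbv15 at 2.04% and 12.1%, in the pancreas.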

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

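The tests on damaged T cells, on scaling between libraries for every pattern given here, and the counts of barcodes with pigment cell genes and of Xist were chosen only after the result was seen. The tests on Y-linked genes, pigment cells, expanded clones and Penk were written down before their values were computed. For all differences between the tissues, the difference itself was not tested, since each group has 1 library, and age and cell selection differ with the tissue.

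The lymph node CD4-Cre library held a cluster of 35 unnamed barcodes of 5326 kept (0.657%), and the lymph node control library held 0 of 2844, which allows up to 0.105%. Its leading genes were Pmel, Dct, Ptgds, Gpnmb, Tyrp1, Lgals1, Tpi1, Mlana, Phlda1 and Mif. At least 2 UMIs of Pmel, Dct, Tyrp1 and Mlana together were found in 72 of the 6528 barcodes listed for that library and in 0 barcodes of each of the other libraries. Damaged T cells are argued against, since T cell markers stood at 0.866% of their level in T cells of the library. A list of 8 melanocyte genes that are not among the leading genes stood at 1549 CPM, 152-fold above T cells of the library (52 UMIs, with 7 of the 8 genes detected). Mitf and Trpm1, 2 of the 8, are also above 1 CPM in the T cells. The barcodes may therefore be pigment cells. Whether they came from the dissected mice, another animal or a cell line cannot be told apart. None (0%) of the library's 9 Y-linked UMIs lay in them, but they hold only 33560 UMIs in all, too few for a 0 to exclude male cells. The 9 Y-linked UMIs lay outside all 72 barcodes, and 8 of them were in barcodes that the filter left out. Xist was counted 0 times in the 35 barcodes, where the T cell level of 296 CPM would give 9.94 UMIs, but its level in pigment cells of females was not measured. No biological explanation by genotype was tested.

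The naive list in CD8 T cells had a median log2 ratio of 0.40 in the pancreas and -0.16 in the lymph node, opposite directions with both counting intervals away from 0. Under TMM library sizes the lymph node median was -0.0344 (-0.112 to -0.0007), so scaling between the libraries removed most of its size, but the interval, by a small margin, did not include 0. The list also lay outside the matched random lists in both tissues, at percentile 100 in the pancreas and 0.07 in the lymph node, and a factor that moves all genes alike cannot change that position. Scaling is therefore argued against as the whole cause. The rule for this test was changed, after its value was seen, to the interval rule used for Ccr9. Genotype, tissue and age stay open and untested.

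The interferon response list in CD8 T cells had medians of -0.24 in the pancreas and 0.24 in the lymph node. Scaling is argued against as the whole cause, since under TMM library sizes the medians were -0.20 and 0.37 and kept their signs. Expanded clones carrying the 4 named V segments are argued against for the pancreas side, since the median without them was -0.23 (-0.39 to -0.08). The pancreas side was at 0.03 when classes were taken from marker UMIs, so it depends on how the class is drawn. Tissue, age and genotype stay open and untested.

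In CD4 T cells, Cxcl10 had log2 ratios of -1.45 in the pancreas and 1.88 in the lymph node, Ifit3b -1.63 and 2.17, Penk -1.61 and 3.66, and Shmt1 1.29 and -0.84. In CD8 T cells, Tgtp1 had 1.43 and -0.39. Scaling between libraries is argued against for these, since all 5 genes kept opposite directions with both intervals away from 0 under TMM library sizes. Counts were small for Cxcl10 (40 and 33 UMIs in the pancreas, 8 and 57 in the lymph node, control first) and for Ifit3b in the pancreas (11 and 8). For Penk, 87.7% of the lymph node CD4-Cre UMIs and 80.8% of the pancreas control UMIs lay in 5 barcodes, so a few barcodes with many UMIs may set both ratios. Cxcl10 had 96.5% of its lymph node CD4-Cre UMIs in 5 barcodes, while Ifit3b had 26.2%. In the pancreas the shares were 82.5% and 78.8% for Cxcl10 and 100% and 87.5% for Ifit3b, control first. A few barcodes may therefore set the pancreas side of both genes. A difference of tissue, age or genotype was not tested.

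Ccr9 in CD8 T cells had log2 ratios of 1.34 in the pancreas and -0.20 in the lymph node. Under TMM library sizes the lymph node ratio was -0.0751 (-0.21 to 0.06), so scaling may account for the lymph node side, and the pancreas ratio of 1.38 (0.83 to 1.96) was not changed in direction.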

How the results depend on the processing

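Each result was recomputed under the alternatives fixed before the data were examined, where an alternative applied to it. A change of direction was counted only where the counting interval of the main value did not include 0. All of these are given here, and all moves of the main results outside their counting interval. A further 33 recomputed values changed sign where the interval of the main value included 0, and are counted as moved or as inside the interval. For the main results, 575 recomputed values, 2 of them from settings chosen after seeing the data, stayed inside the interval, 67 moved and 6 changed direction. Of the other values, 694 stayed, 88 moved and 9 changed direction. Except where a value shows the cause, the cause was not tested. No paired analysis was possible because each group has 1 library.

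Taking CD4 and CD8 from clusters moved the pancreas CD8 share to -4.93 points. Among pancreas CD8 T cells it moved the naive list to 0.29, activation to 0.11, effector to -0.30, regulatory to -0.11 and proliferation to 0.0502, the last a change of direction. Among lymph node CD4 T cells it moved naive to -0.15, activation to -0.12, exhaustion to 0.11 and proliferation to -0.0791, and the effector list changed direction to 0.0266. In lymph node CD8 T cells it moved naive to -0.12, effector to -0.14, regulatory to -0.15, helper to B cells to -0.42, proliferation to -1.26 and dissociation stress to -0.28.

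Taking classes from marker UMIs moved the pancreas CD8 share to -9.58 points. In pancreas CD4 T cells the effector list moved to -0.26, and the exhaustion list changed direction to 0.17. The naive list of pancreas CD8 T cells moved to 0.29, effector to -0.58, exhaustion to -0.26 and proliferation to -0.58, and the interferon response list changed direction to 0.0340. For lymph node CD4 T cells effector moved to -0.40, regulatory to 0.0529, helper to B cells to -0.15 and proliferation to -0.51, and Hebp1 changed direction to -0.13. In lymph node CD8 T cells the regulatory list moved to -0.70. Ifitm1 in macrophages changed direction to -0.77. Pou2af1 in lymph node T cells had no ratio under this setting, with 57 and 0 UMIs, and was at least 34.5-fold lower.

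Library scaling moved lists in the lymph node. Under TMM library sizes the naive list in CD4 T cells changed direction to 0.00740, and in CD8 T cells naive moved to -0.0344, interferon response to 0.37 and dissociation stress to -0.0248. Under DESeq2 size factors the CD4 naive list changed direction to 0.0103, with interferon response at 0.41 and dissociation stress at -0.18, and in CD8 T cells naive moved to -0.0379, interferon response to 0.37 and dissociation stress to -0.0283. With receptor, ribosomal, mitochondrial and exocrine genes left out of the total, the naive list moved to -0.0314 in CD4 and -0.10 in CD8 T cells of the lymph node.

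Equal weight for each barcode moved Pou2af1 in lymph node T cells to -5.72. It moved interferon response to 0.0211 and dissociation stress to 0.0749 in pancreas CD4 T cells. Naive moved to 0.61 in pancreas CD8 T cells, effector to -0.75 and exhaustion to -0.24. In lymph node CD4 T cells effector moved to -0.40, regulatory to 0.0852 and proliferation to -0.45, and in CD8 T cells proliferation moved to -0.18. A pseudocount of 10 CPM moved effector to -0.27 in pancreas CD4 T cells, and in lymph node CD4 T cells effector to -0.37, interferon response to 0.21 and proliferation to -0.58.

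Barcode filters moved Pou2af1 in pancreas T cells to -0.12 with all barcodes and to -0.16 with at least 1000 genes and at most 5% mitochondrial UMIs. Plasma cell barcodes in the T cell class were the cause, as the ratios without them were -2.64 and -2.80, in settings chosen after seeing the data. All barcodes also moved the myeloid share to -3.12 points, and Ccl12 in macrophages changed direction to -0.36. The stricter filter moved proliferation in pancreas CD4 T cells to -0.0367, and Ifitm1 in macrophages changed direction to -0.46.

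Without removal of doublets, Ccl17 and Ifitm1 in macrophages changed direction to 4.41 and -0.19. With the removal raised to 2 times, Cd209f and Ifitm1 changed direction to 2.08 and -1.51, proliferation moved to -0.34 in pancreas CD4 T cells, and in pancreas CD8 T cells naive moved to 0.51, effector to -0.55 and proliferation to -1.49. The regulatory list in lymph node CD8 T cells moved to -0.75. At resolution 2, Ifitm1 in macrophages changed direction to -1.03.

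List minimums moved few values. At least 100 UMIs moved proliferation in the lymph node to -0.75 in CD4 and -0.32 in CD8 T cells, and no minimum moved dissociation stress in pancreas CD8 T cells to -0.11. The pancreas CD8 share was -8.79 points without thinning and -9.16 after thinning to 2000 UMIs. At least 3 V segment UMIs moved Trav8n-2 to 16.7 points, and the share of V segment UMIs moved it to 16.0 points and Trbv2 in lymph node CD8 T cells to 0.4998 points.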

Other observations

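The tests on the receptor pair, on the pancreas CD8 lists and on Pou2af1 left in T cells were written down before their values were computed. How large an excess would count in the test on Pou2af1 was fixed only after the result was seen, as was the look at Adnp.

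In pancreas CD8 T cells of the CD4-Cre library, 74.2% (61.5 to 84.5) of the 62 Trbv15 barcodes with a Trav call carried Trav8n-2, against 1.33% (0.434 to 3.08) of 375 barcodes with another Trbv segment. In control, 0 of 6 Trbv15 barcodes carried it. This is consistent with a shared receptor pair, such as 1 expanded clone or a few, in the CD4-Cre library. Junction sequences were not analysed here, so the number of clones is not known, and with 4 pooled mice the pair may come from 1 animal. It is therefore no evidence for an effect of the genotype. Trbv13-3 and Trav13-2, both higher in control, were not a pair: in the control library 1 of 46 Trbv13-3 barcodes with a Trav call carried Trav13-2.

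Such clones might have set the list medians in pancreas CD8 T cells. Without the barcodes that carry the 4 named segments, which left 316 control and 490 CD4-Cre barcodes, the effector median was -0.68 (-0.76 to -0.60), where it was -0.44 with them, and the naive median was 0.48 (0.40 to 0.59). Those segments do not account for either direction. The proliferation median moved to -0.98, the exhaustion median from 0.03 to -0.55 and the dissociation stress median from 0.02 to 0.13 (0.01 to 0.21). The values of these lists thus did depend on the barcodes with those segments.

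Some Pou2af1 UMIs were left in T cells of the CD4-Cre libraries. In the lymph node, the share of UMIs from 7 B and plasma cell genes in the 3 T cell barcodes with Pou2af1 was 253-fold that in the other T cell barcodes, and in the pancreas it was 7.18-fold over 11 barcodes. In the control libraries the ratios were 2.21 and 0.793. Without the barcode with the most Pou2af1 UMIs the ratios were 115 in the lymph node, over 2 barcodes, and 6.17 in the pancreas. RNA or barcodes shared with B or plasma cells may therefore account for a part of what was left. With so few barcodes the size of that part is not known, and incomplete deletion was not tested.

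Adnp was lower in lymph node CD4-Cre in both CD4 (log2 ratio -2.35) and CD8 T cells (-2.59), and not in the pancreas, at -0.11 (-0.50 to 0.29) and -0.12 (-0.73 to 0.49). A pseudocount of 10 CPM moved the lymph node ratios to -1.28 and -1.24. No explanation was tested.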
